A study of Rattus norvegicus with 12 samples. Its data were reported in "Differential gene expression and clonal selection during cellular transformation induced by adhesion deprivation" (2010).

How the data were processed

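F111 rat fibroblasts were grown adherent (A16) or in suspension (NA16) for 16 h, and labelled RNA from each state was hybridised to Affymetrix rat genome arrays. The authors scanned the arrays with the GeneChip Operating Software and normalized them in Avadis with 2 algorithms, RMA and PLIER, whose versions are not given in the sources used here. The values as deposited by the authors are normalized intensities on a linear scale, 1 column per array and algorithm. RMA corrects background, equalises the distributions of the arrays and summarises the probes of a probe set by median polish, and PLIER fits probe affinities. Every deposited intensity lay above 16, with the lowest RMA values between 16.1 and 17.6 and the PLIER columns bounded at 16.0. A constant thus appears to have been added before deposit, which would understate fold changes of dim genes. Detection calls were not used here. A design table made for log values was kept, and log2 of each intensity was taken.

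The 12 columns are 6 arrays processed by both algorithms, so PLIER columns were not counted as further samples. Each state had biological replicates 1 and 2 and a technical replicate 2. The labels do not state outright of which biological replicate the technical one is a repeat. In each state the array of biological replicate 1 is also numbered technical replicate 1, while that of biological replicate 2 has no technical number, so the labels point to biological replicate 1. It was averaged with biological replicate 1, which gave 2 replicates per state. The study describes biological and technical repeats, but what made a repeat biological, such as a separate culture, is not given in the sources used here, so p-values measure the spread between these samples, which may be technical.

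Probe sets were named by the GEO platform annotation, checked through Entrez identifiers against the RefSeq gene table of the GRCr8 assembly, which changed 0 symbols; 20758 of the single-symbol probe sets matched. Of 31042 probe sets that were not controls, 20826 had 1 symbol, 436 had several and 9780 had none here. Only those with 1 symbol were used, and for each gene the probe set with the highest mean log2 RMA intensity stood for it, which gave 14217 genes. Of the 127 named genes 41 had several probe sets, and in 0 of these 41 did called probe sets go in opposite directions.

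NA16 was compared with A16 by lmFit and eBayes of limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05; a second count asked for at least 2-fold change. There were 2 residual and 4.78 prior degrees of freedom. The fit was tested on simulated data with 14217 genes, 200 of them changed, and 2 against 2 replicates. It recovered 7.46% of genes changed 1.5-fold, 80.6% of those changed 2-fold and 100% of those changed 4-fold, with 4.58% false calls. The simulated share of changed genes was far below the share called here, so these recoveries do not give the power in these data. The 29 gene lists were tested with camera (preset correlation 0.01, and again with an estimated one) and with fry, adjusted over the lists. camera compares a list with the other genes, and fry tests whether its genes move one way on balance. With the preset correlation 13 lists passed, 5 higher and 8 lower. With an estimated correlation 0 passed by camera, with 2 at an unadjusted p below 0.05, and with fry 20 passed. The estimated correlation lay below the preset 0.01 for the study panel (-0.034), DNA replication (-0.0056), heat shock (-0.086) and immediate-early genes (0.0078). A higher correlation therefore does not account for the lost calls of these lists. In the other lists that passed it lay between 0.025 (cholesterol synthesis) and 0.27 (autophagy and lysosome). The lists were the study panel, HIF targets, glycolysis, mitochondrial respiration, integrated stress response, endoplasmic reticulum chaperones, heat shock, NRF2 targets, DNA replication and G1/S, mitosis and G2/M, p53 targets, apoptosis, extracellular matrix, integrins and focal adhesion, SRF and actin targets, YAP and TEAD targets, matrix proteases, immediate-early genes, inflammatory genes, cholesterol synthesis, autophagy and lysosome, stem cell and efflux markers, regulators of the epithelial to mesenchymal transition, ribosomal proteins, housekeeping genes, and macrophage, epithelial, endothelial, and adipocyte and muscle markers. Some share genes, among them 4 between the study panel and HIF targets. Of 516 listed genes 458 were measured. Chromosomes with enough genes were compared by camera, by name only.

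The named genes were set by rule: the study panel, the 12 largest rises and the 12 largest falls among called genes whose arrays did not overlap, up to 4 called members of each list by size of change, and reference genes. Other called genes are named only as members of a list that went against its direction or in an added list, chosen after their values were seen. The comparison, the lists, the rule and most alternatives were fixed before the data were examined.

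Alternatives were PLIER columns with 16 added, other treatments of technical replicate 2, a replicate block, a random block for biological replicate, quantile normalization again, median centring, leaving out the dimmest 40% of genes, eBayes with trend and robust settings, leaving out each replicate in turn, the mean of all probe sets of a gene, each probe set on its own, and the methods' t-test. Where a replicate was left out, the remaining lone sample was assumed to vary like the other state. Chosen after the data were seen were PLIER columns as deposited, PLIER columns with every array as its own replicate, technical replicate 2 averaged with its closest array, and subtraction of 16 with a floor of 1. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.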

Results

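Rat F111 fibroblasts, an established line that grows attached to a surface, were kept for 16 h either adherent (A16) or in suspension without attachment (NA16). RNA from both states was hybridised to Affymetrix rat gene expression arrays, on which each probe set reports as brightness the level of a transcript or of several similar ones. There were 3 arrays per state: biological replicate 1, biological replicate 2 and technical replicate 2. Each array was deposited as both an RMA and a PLIER column, so the 12 deposited columns came from 6 arrays. The median RMA intensity lay between 152 and 157 on every array. The comparison asked which transcripts differ after 16 h without adhesion. Values below are log2 RMA intensities, and the means and SDs are over n = 2 replicates per state, a number that limits the precision of every value.

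Of 14217 genes tested, 3115 were higher and 2409 were lower in NA16 than in A16 cells at an adjusted p below 0.05, which was 38.9% of the genes. At least 2-fold change was seen for 1101 of the higher and 870 of the lower genes. The 3 arrays of NA16 lay entirely above or below those of A16 for 7349 genes (51.7%), where chance gives 10% for independent arrays and up to 33.3% if technical replicate 2 only repeats another sample. Rab40b, a member of the Rab family of small GTPases, rose most in the RMA columns by its brightest probe set, from 5.73 ± 0.48 to 11.56 ± 0.03 (SD, n = 2), which was 56.9-fold; its other probe set rose 7.38-fold. Acap1 was 32.6-fold, Ankrd37 21.1-fold, the ABC transporter gene Abca4 18.6-fold and Rragd, a Rag GTPase of the amino acid sensing pathway, 17.5-fold higher. Ero1a, Pgbd5, Tcim, C1qtnf1, Zc3h6, Klhl40 and Pik3ip1 completed the 12 largest rises, with log2 changes of 3.90 to 3.58. Ccn2, which encodes a matricellular growth factor, fell most, from 13.90 ± 0.03 to 8.87 ± 0.02 (SD, n = 2), or 32.6-fold. Il1rl1, an interleukin receptor gene, was 17.8-fold lower, Pmepa1 15.6-fold, the spermidine synthase gene Srm 10.1-fold and Tnfrsf12a 9.90-fold lower. Ddx21, Sfpq, Acat2, Pclaf, Dhx29, Ccn4 and Tk1 completed the 12 largest falls, at 8.88-fold to 7.07-fold. The adjusted p of these 24 genes was at most 1.3e-04. In the PLIER columns the log2 change of Acap1 (6.12) exceeded that of Rab40b (5.57), and changes were also larger for Klhl40 (4.58) and C1qtnf1 (4.43), and with the mean of all probe sets of a gene they were smaller for Rab40b (4.36), Pik3ip1 (1.70) and Il1rl1 (-3.01); Pgbd5 was at 4.95 with 16 subtracted and at 3.16 in the PLIER columns with 16 added. The counts depended on the moderated variance: the methods' t-test on the 2 against 2 replicates called 20 genes after Benjamini-Hochberg adjustment, against 4643 at an unadjusted p below 0.05. Tested probe set by probe set, 8527 were called.

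Of the 16 genes that the study followed in 3 pathways, 15 were measured here, and 14 were higher in NA16 with 0 lower; adjusted over the list alone the numbers were also 14 and 0. The study chose this list on these samples, so it is not independent evidence of a direction. Pdk1, which encodes a kinase that restrains pyruvate dehydrogenase, rose from 9.23 ± 0.06 to 12.38 ± 0.03 (SD, n = 2), 8.88-fold. Egln3, a prolyl hydroxylase gene of the oxygen sensing pathway, was 8.14-fold higher, the stress transcription factor gene Ddit3 8.07-fold, the hormone gene Stc1 7.69-fold and the glucose transporter gene Slc2a1 5.97-fold. Aldh3a1 was 10.0-fold, Vegfa 4.27-fold, Vhl 3.75-fold and Pfkm 3.62-fold higher. Rb1 (2.07-fold), Egfr (2.01-fold), Mmp3 (1.74-fold) and Hif1a (1.46-fold) rose less. The size of the Stc1 change depended on the algorithm and the probe set. By the brightest probe set its log2 change was 2.94 in the RMA and 4.80 in the PLIER columns. Its other probe sets were at 3.10 and 1.37 in the RMA and at 3.57 and 1.12 in the PLIER columns. The size of the Pfkm change depended on the probe sets, with 1.23 for their mean. Hk2 was 3.44-fold higher, with an SD of 0.98 in A16, and its log2 change was 2.48 without A16 replicate 2 and 1.09 without A16 replicate 1. Its call was lost when the variance was fitted with a trend and robustly (adjusted p = 0.0999; the alternatives ranged from 3.0e-17 to 0.0999). Spp1 had a log2 change of -0.05 with an adjusted p of 0.81. The median change of the list was 1.91 (camera adjusted p = 3.2e-08), with adjusted p = 0.33 with an estimated correlation. Adh1 was not analysed here.

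**Figure D1:**
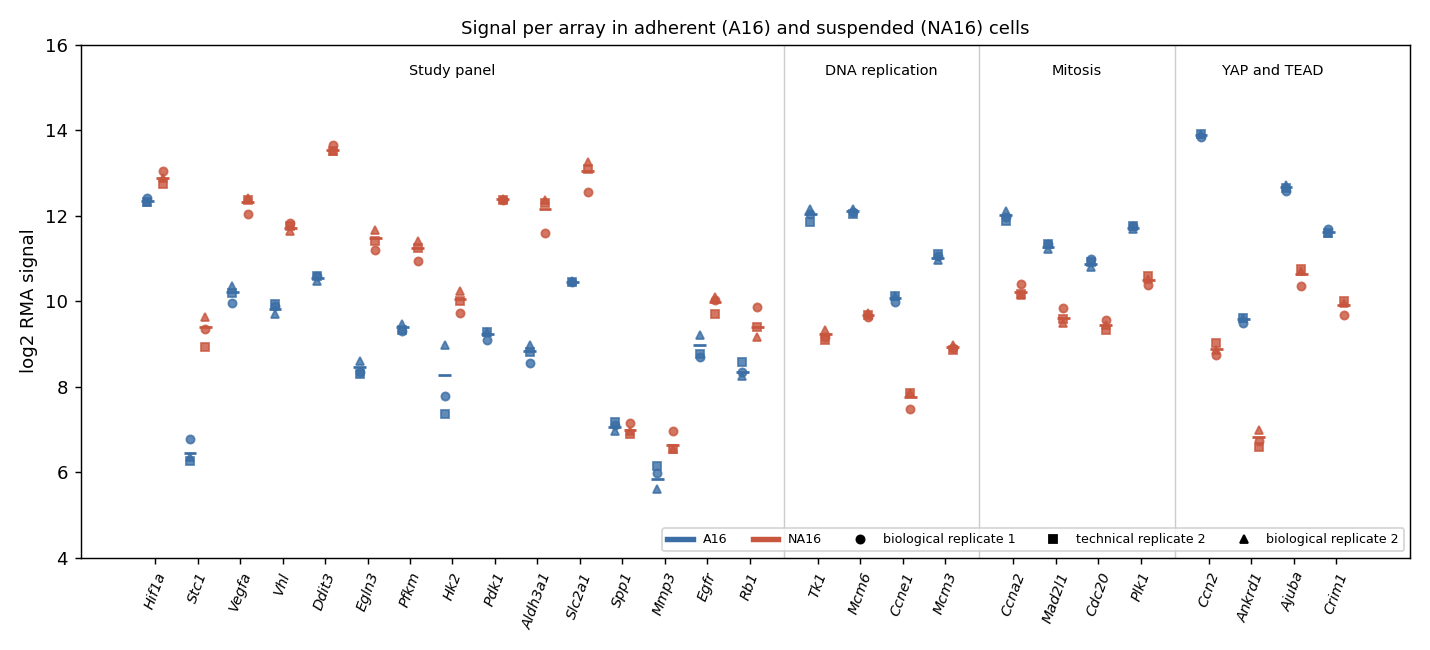
Log2 RMA signal (y axis) of the study panel and of the 4 called genes that changed most in each of 3 fixed lists (x axis), for each of the 3 A16 and 3 NA16 arrays. Symbols mark the arrays and short lines the mean of n = 2 replicates; Pdk1 went from 9.23 to 12.38 and Ccn2 from 13.90 to 8.87, while Spp1 overlapped between the states.

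Targets of the hypoxia-inducible factor (HIF) rose as a group. Of 29 measured, 23 were higher and 1, Lox, was lower; adjusted over the list alone the numbers were 23 and 1. Ankrd37 and Ero1a were the most changed, followed by the peptide hormone gene Adm, 11.4-fold higher, and the glycogen synthase gene Gys1, 11.1-fold higher. The median change was 2.07 (camera adjusted p = 2.5e-11), with adjusted p = 0.33 with an estimated correlation. Glycolysis genes also rose: 12 of 19 were higher and 0 lower, with the same numbers adjusted over the list alone. Eno2, the neuronal form of enolase, was 8.93-fold and the phosphofructokinase gene Pfkp 5.44-fold higher; the log2 change of Eno2 was 3.80 without A16 replicate 2 and 2.51 without A16 replicate 1. The median was 0.87 (camera adjusted p = 7.4e-05; adjusted p = 0.33 with an estimated correlation). Mitochondrial respiration genes fell, 9 of 19 lower and 0 higher, or 10 and 0 adjusted over the list alone. Mdh2 was 2.75-fold, Idh3a 2.40-fold and Cox5a 1.72-fold lower, and the list fell by 0.39 at the median (camera adjusted p = 0.00139; adjusted p = 0.33 with an estimated correlation).

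Genes of the cell division cycle were lower in suspension. Of 20 DNA replication and G1/S genes, 19 were lower and 0 higher, adjusted over the list alone likewise. Tk1, the thymidine kinase gene, went from 12.04 ± 0.15 to 9.22 ± 0.13 (SD, n = 2), the helicase genes Mcm6 and Mcm3 were 5.39-fold and 4.27-fold lower, and the cyclin gene Ccne1 4.99-fold lower. The list fell by 1.64 at the median (camera adjusted p = 5.5e-12; adjusted p = 0.33 with an estimated correlation). Of 23 mitosis and G2/M genes, 21 were lower and 0 higher, adjusted over the list alone likewise. Ccna2 was 3.49-fold, the spindle checkpoint gene Mad2l1 3.17-fold, Cdc20 2.71-fold and the kinase gene Plk1 2.33-fold lower. The log2 change of Ccne1 was -3.14 in the PLIER columns and that of Cdc20 -0.78 for the mean of its probe sets. This list fell by 0.97 at the median (camera adjusted p = 1.8e-10; adjusted p = 0.33 with an estimated correlation).

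Among lists on attachment and the cytoskeleton, targets of YAP and TEAD and actin genes with other SRF targets were lower, integrin and focal adhesion genes passed camera but not fry, and extracellular matrix genes passed neither. Of 21 targets of the adhesion-responsive factors YAP and TEAD, 13 were lower and 2, Ptpn14 and Gadd45b, higher; adjusted over the list alone the numbers were 13 and 3. Ankrd1 was 6.74-fold, Ajuba 4.11-fold and Crim1 3.29-fold lower besides Ccn2, and the list fell by 0.52 at the median (camera adjusted p = 2.0e-04; adjusted p = 0.33 with an estimated correlation). Of 18 actin genes and other SRF targets, 11 were lower and 0 higher, or 12 and 0 adjusted over the list alone. Acta2, smooth muscle actin, was 4.12-fold, Fhl2 2.87-fold, Flna 2.73-fold and Tagln 2.60-fold lower, and the list fell by 0.57 at the median (camera adjusted p = 2.9e-04; adjusted p = 0.33 with an estimated correlation). Of 23 integrin and focal adhesion genes, 10 were lower and 2, Itga1 and Tns1, higher, adjusted over the list alone likewise. The laminin receptor gene Itga6 was 3.25-fold and Parva 2.21-fold lower. This list fell by 0.43 at the median (camera adjusted p = 0.0197; adjusted p = 0.45 with an estimated correlation) and did not pass fry (adjusted p = 0.094), and its call was lost without A16 replicate 2 (adjusted p = 0.058) or NA16 replicate 1 (median -0.27, adjusted p = 0.125), where the alternatives ranged from 7.5e-04 to 0.125. Of 23 extracellular matrix genes, 3 were higher and 2 lower, or 2 and 1 adjusted over the list alone; Fbn1, fibrillin, was 4.01-fold lower and Lum, lumican, 2.21-fold higher, and the list did not pass (camera adjusted p = 0.72). In the same arrays the control probe sets at the 5′ end, middle and 3′ end of the beta-actin transcript fell by 1.21, 1.02 and 0.72.

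Immediate-early genes, which follow growth factor and stress signals, rose: 13 of 19 were higher and 2, Dusp6 and Myc, lower, adjusted over the list alone likewise. Fos was 11.4-fold, Fosb 9.13-fold, Egr2 6.22-fold and Egr1 4.56-fold higher, with 1.72 and 1.68 as the log2 changes of Fos and Egr2 for the mean of their probe sets and 3.54 for Egr2 in the PLIER columns. The list median was 0.94 (camera adjusted p = 4.7e-04; adjusted p = 0.33 with an estimated correlation). Autophagy and lysosome genes rose, 12 of 17 higher and 1, Atg7, lower, or 13 and 1 adjusted over the list alone. Gabarapl1, of the autophagosome membrane, was 6.29-fold, Lamp2 3.01-fold, Gpnmb 2.90-fold and Wipi1 2.49-fold higher (log2 change 0.72 for the mean of its probe sets), with a median of 0.88 (camera adjusted p = 7.4e-04; adjusted p = 0.45 with an estimated correlation). Cholesterol synthesis genes fell, 9 of 15 lower and 1, Insig1, higher, or 10 and 1 adjusted over the list alone. Idi1 was 4.27-fold, Msmo1 3.64-fold and Fdps 2.73-fold lower, and the list fell by 1.00 at the median (camera adjusted p = 1.0e-04; adjusted p = 0.33 with an estimated correlation), or by 0.57 with the mean of all probe sets of a gene. Heat shock genes fell, 7 of 11 lower and 1, Hspb8, higher, adjusted over the list alone likewise. Hsph1 was 4.64-fold, Cryab 2.11-fold, Hspa1a 2.07-fold and Hspe1 1.97-fold lower, and the list fell by 0.59 at the median (camera adjusted p = 0.00216; adjusted p = 0.33 with an estimated correlation).

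**Figure D2:**
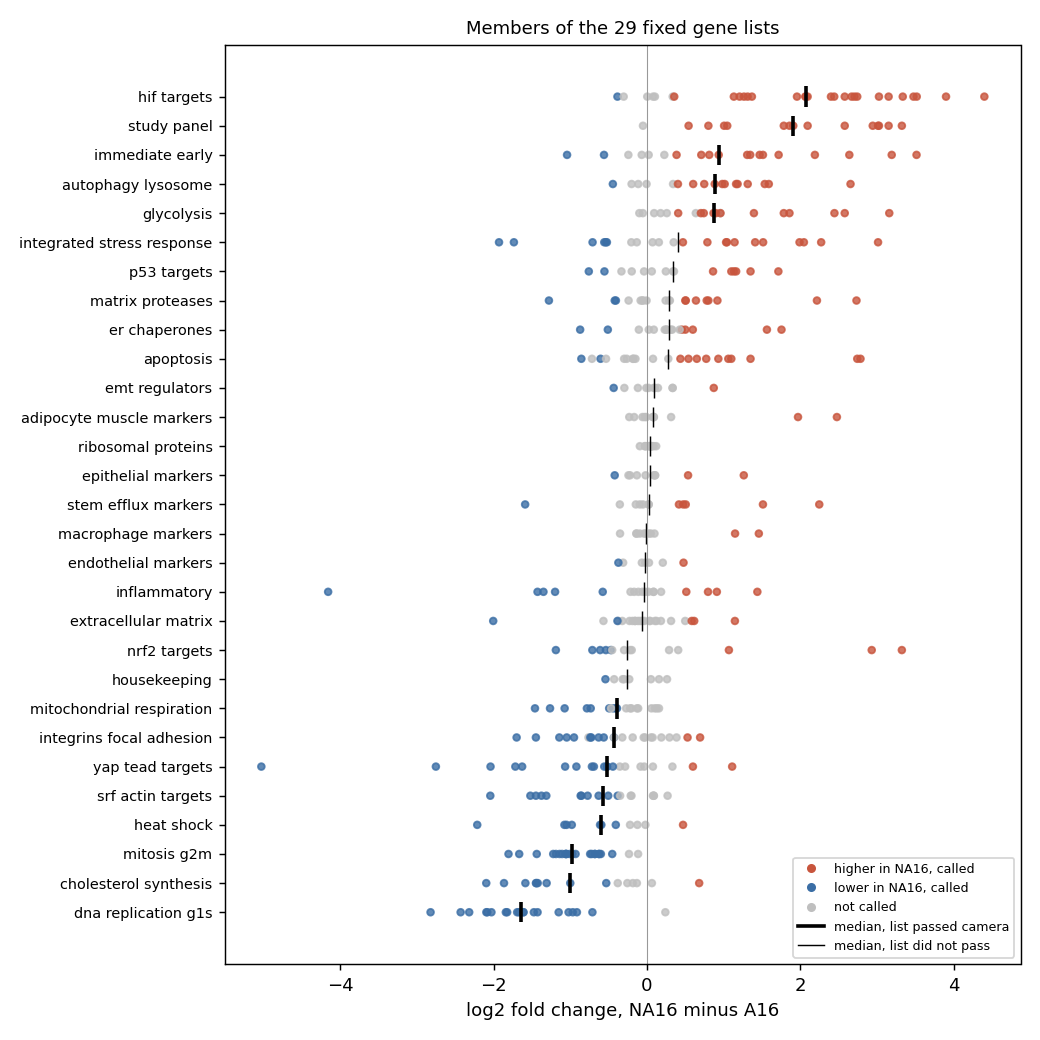
Log2 fold change of NA16 over A16 (x axis) for each measured member of the 29 fixed gene lists (y axis), ordered by the median. Points are genes, coloured by call, and vertical lines are list medians; HIF targets had a median of 2.07 and DNA replication genes one of -1.64.

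Other lists held called genes in both directions and did not pass camera. By fry, which asks whether genes move one way on balance without a comparison with other genes, those of the integrated stress response (adjusted p = 0.0022), apoptosis (0.013), endoplasmic reticulum chaperones (0.019), p53 targets (0.028) and matrix proteases (0.037) passed. Of 22 genes of the integrated stress response, 11 were higher and 6 lower, adjusted over the list alone likewise (camera adjusted p = 0.17); Vldlr was 4.83-fold, Trib3 4.13-fold and Nupr1 3.97-fold higher beside Ddit3, and the amino acid and folate enzyme genes Shmt2, Cth, Psat1 and Mthfd2 were among those lower. Of 16 endoplasmic reticulum chaperone genes, 5 were higher and 2 lower, adjusted over the list alone likewise (camera adjusted p = 0.074); Dnajb9 was 3.37-fold higher and Hyou1 1.83-fold lower. Of 14 NRF2 targets, 3 were higher and 5 lower, or 5 and 5 adjusted over the list alone (camera adjusted p = 0.60); Hmox1, heme oxygenase, was 7.62-fold higher and Me1 2.28-fold lower, and the median, -0.26, and the mean, 0.24, differed in sign. Of 15 p53 targets, 6 were higher and 2 lower, or 8 and 2 adjusted over the list alone (camera adjusted p = 0.11); Tp53inp1 was 3.28-fold, Gadd45a 2.24-fold and Cdkn1b 2.19-fold higher. Of 21 apoptosis genes, 10 were higher and 2 lower, adjusted over the list alone likewise (camera adjusted p = 0.20). The cell death genes Bcl2l11 and Bnip3 were 6.89-fold and 6.69-fold higher, Bbc3 2.55-fold and the death receptor gene Fas 2.14-fold higher; for the mean of its probe sets the log2 change of Bcl2l11 was 1.55. Of 19 matrix protease genes, 8 were higher and 3 lower, adjusted over the list alone likewise (camera adjusted p = 0.25); Mmp9 was 6.64-fold and Mmp13 4.65-fold higher and Plaur 2.43-fold lower. Of 18 inflammatory genes, 4 were higher and 5 lower, adjusted over the list alone likewise (camera adjusted p = 0.39); Ptgs2 was 2.69-fold and Il6 2.55-fold lower and Vcam1 2.71-fold higher.

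Of 12 stem cell and drug efflux genes, 5 were higher and 1 lower, adjusted over the list alone likewise (camera adjusted p = 0.58; fry adjusted p = 0.038). The efflux pump genes moved apart: Abcb1a was 4.74-fold higher, from 7.95 ± 0.31 to 10.19 ± 0.05 (SD, n = 2), and Abcg2 3.01-fold lower, from 8.68 ± 0.35 to 7.10 ± 0.11 (SD, n = 2). Klf4 was 2.85-fold higher. Of 11 regulators of the epithelial to mesenchymal transition, 1, Zeb1 (1.83-fold), was higher and 1, Prrx1 (1.35-fold), lower, adjusted over the list alone likewise (camera adjusted p = 0.83); the Prrx1 call held in 11 of 19 alternatives. None of 13 ribosomal protein genes was called by limma, adjusted over the list alone likewise, with Rpl19 at 0.12 and Rps9 at -0.09 (camera adjusted p = 0.94). Rpl19 (14.58 in A16 cells) and Rps9 (14.23) lay at the top of the signal scale, where a change may be understated. These 2 genes therefore do not establish a stable level. Of 8 housekeeping genes, 1, Gusb, was 1.46-fold lower, a call lost without NA16 replicate 1 (adjusted p = 0.098; the alternatives ranged from 0.0011 to 0.098), and adjusted over the list alone the number was also 1 (camera adjusted p = 0.39; fry adjusted p = 0.032). Hprt1 had a log2 change of -0.43 with an adjusted p of 0.061, and was called in 9 of 19 alternatives (adjusted p from 0.0052 to 0.308). Markers of other cell types were mostly not called. Of 11 macrophage markers 2 were higher, Cd68 (2.75-fold) and Lyz2 (2.22-fold), and 0 lower (camera adjusted p = 0.89); of 10 epithelial markers 2, Krt8 (2.40-fold) and Epcam (1.45-fold), were higher and 1, Sfn (1.34-fold), lower (camera adjusted p = 0.95). Of 7 endothelial markers 1, Pecam1 (1.39-fold), was higher and 1, Egfl7 (1.29-fold), lower (camera adjusted p = 0.90), and of 12 adipocyte and muscle markers 2, Des (5.56-fold) and Cfd (3.91-fold), were higher and 0 lower (camera adjusted p = 0.43; fry adjusted p = 0.030). Adjusted over each marker list alone the numbers were the same. The calls of Epcam, Sfn, Pecam1 and Egfl7 held in 15 of 18, 13 of 18, 13 of 18 and 11 of 19 alternatives. In the PLIER columns the log2 changes of Cd68, Pecam1 and Epcam were 2.11, 1.43 and 1.11 (Epcam 1.19 with every array as its own replicate). The log2 change of Lyz2 was smaller in the PLIER columns, 0.63 against 1.15 in the RMA columns.

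Arrays of one state lay closer to each other than to the other state. The median absolute log2 difference between 2 arrays over all genes was 0.109 between A16 biological replicate 1 and technical replicate 2, 0.155 between the A16 biological replicates and 0.186 between the NA16 biological replicates, against at least 0.296 between the states. Technical replicate 2 of NA16 was closer to biological replicate 2 (0.099) than to biological replicate 1 (0.171). The 5′ minus 3′ difference of control probe sets, a sign of RNA quality, shifted from A16 to NA16 by -0.495 (SE 0.026) for beta-actin, -0.048 (SE 0.053) for Gapdh and 0.044 (SE 0.042) for hexokinase. The 5S ribosomal RNA control rose by 0.98 (adjusted p = 0.0054), while the Gapdh control probe sets were not called. RMA and PLIER columns gave changes that correlated across genes (Pearson r = 0.966, Spearman rho = 0.935; genes are not independent replicates), and 5040 genes were called in both with 0 in opposite directions; both come from the same 6 arrays. No chromosome of 21 tested shifted against the others with camera (0 past the threshold, smallest adjusted p = 0.995).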

Values the study reported

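The study reported array fold changes in NA16 over A16 cells of 55.90 for Stc1, 3.68 for Vhl, 8.45 for Ddit3 and 7.72 for Egln3. For the glycolysis group its array values were 3.60 for Pfkm, 4.78 for Hk2, 9.11 for Pdk1, 10.52 for Aldh3a1 and 5.80 for Slc2a1. Egfr was given as 2.43 and Rb1 as 2.48. Vegfa was listed on the array at -2.5, and Hif1a, Mmp3 and Spp1 as not changed on the array, which meant a fold below its threshold. By quantitative PCR the values in NA16 were 873.10 for Stc1, 10.56 for Vegfa, 6.45 for Vhl, 11.31 for Ddit3, 68.12 for Egln3, 4.29 for Pfkm, 29.02 for Hk2, 13.00 for Pdk1, 3.36 for Aldh3a1, 27.86 for Slc2a1 and 6.19 for Spp1, and 0.51 for Hif1a, 0.03 for Mmp3, 0.01 for Egfr and 0.69 for Rb1. In its account, some 15-20% of F111 cells were still viable after 16 h in suspension. By staining it reported more ABCG2 and CD133 protein in NA16 than in A16 cells. It also reported a larger share of cells that pump out a DNA dye. The proteins of Hif1a, Stc1 and Vegfa were reported as highest in NA16 cells by staining and blotting.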

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

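Probe sets outside the comparisons of genes also changed. Of 9780 probe sets with no gene name here, 825 were higher and 852 lower in NA16 than in A16 cells, which was 17.1% of them. Of 436 probe sets with several symbols, 54 were higher and 83 lower (31.4%). No sample was singled out in either group, since groups of 3 arrays are too small for that check.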

How the results depend on the processing

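Added after the data were seen were the alternatives with PLIER columns as deposited, with PLIER columns and every array as its own replicate, with technical replicate 2 averaged with its closest array, and with 16 subtracted. In the 19 alternatives run on all genes or on the brighter ones, the called genes numbered from 4205 (technical replicate 2 left out) to 7019, no gene called in both the alternative and the reported fit changed sign (0), and 75.9% to 100% of the reported calls were kept. With each probe set on its own, 8527 were called and 3175 changed at least 2-fold, from more features tested. The methods' t-test on 2 against 2 replicates called 20 genes after adjustment and 17 with at least 2-fold change, where each gene had only its own 2 degrees of freedom; on 3 against 3 arrays it called 5022, and 1968 at an unadjusted p below 0.05 with over 2-fold change. Taking RMA and PLIER as 6 against 6 gave 2121 by that rule, which counts each array as 2 samples. With a replicate block 7019 genes were called, 1977 with at least 2-fold change, and 13 lists and 14 panel genes passed. The labels tie the replicates of the 2 states by number only. The replicate differences of A16 and NA16 correlated across genes (r = 0.557). Arrays of equal number also lay closer between the states: 0.301 against 0.321 for A16 replicate 1, and 0.296 against 0.336 for A16 replicate 2. Something shared by equal numbers therefore stays open, and the reported fit did not use such pairs.

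The chaperone list passed with every array as its own replicate (median 0.316) and with a random block (0.317). It also passed with technical replicate 2 averaged with biological replicate 2 (0.329), and the cause was not tested. The adipocyte and muscle list passed without dim genes (2.22), where the filter changes which members count. Its median over all 12 members was 0.08. The 2.22 lies between the log2 changes of Des (2.48) and Cfd (1.97), its 2 called members. That median therefore describes the members left by the filter and not the whole list. With fewer samples, the integrated stress response list passed without NA16 replicate 1 (0.327) or 2 (0.472). Apoptosis passed without NA16 replicate 1 (0.273) and the inflammatory list without NA16 replicate 2 (-0.130). The prior degrees of freedom were infinite without an NA16 replicate and 4.36 without an A16 replicate, where none of these lists passed. Integrins lost their call without A16 replicate 2 (-0.385) or NA16 replicate 1 (-0.265). Over all 4 such fits, called or not, the medians ranged from 0.203 to 0.352 for apoptosis, -0.130 to -0.0031 for the inflammatory list and -0.590 to -0.265 for integrins. Of 551 list values, 541 kept their side of the threshold, 8 gained and 2 lost a call. Of 2396 values of named genes, 2337 kept it, 50 lost and 9 gained a call, and 0 reversed. The list calls used the preset correlation. With an estimated one camera passed 2 lists with every array as its own replicate and 2 with a random block. It passed 1 with PLIER columns and every array as its own replicate and 0 in the other alternatives. The fits with such calls used technical replicate 2 as an array of its own. Arrays give no read depth. A constant appears to have been added to the intensities, which would limit the folds of dim genes.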

Other observations

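The added lists and the tests in this part were chosen from patterns in these data. The tests on RNA sharing, overall scaling, RNA degradation and the HIF and glycolysis genes of A16 replicate 2 were set after related values had been seen. Genes of ribosome biogenesis were lower in NA16: without Ddx21 and Srm, which prompted the list, 35 of 40 were lower and 0 higher, with a median of -1.31 (camera adjusted p = 1.1e-16; adjusted p = 0.096 with an estimated correlation). The nucleolar genes Nolc1 and Nhp2 had log2 changes of -2.30 and -2.34, while Pes1 was at 0.29 and was not called. Targets of the transcription factors FOXO and TFEB, which act when growth factor and nutrient signals are low, were higher without Rragd and Pik3ip1: 20 of 23 were higher and 0 lower, with a median of 1.09 (camera adjusted p = 4.6e-10; adjusted p = 0.060 with an estimated correlation), and 3 of them also stand in other lists. Trim63, Ccng2 and Fnip2 changed by 3.15, 3.06 and 2.72. Clock output genes, prompted by Dbp, had 8 of 13 higher and 2, Cry1 and Bmal1, lower, with a median of 1.21 (camera adjusted p = 0.0050; adjusted p = 0.097 with an estimated correlation); Bhlhe41 and Nr1d1 changed by 2.60 and 2.30.

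HIF targets rose while DNA replication genes fell. The medians of the lists lay 3.71 apart (95% interval over genes 2.82 to 4.34). A constant for a whole state moves both lists alike, so overall scaling leaves this gap unchanged. The gap restates the pattern and was not an independent test, and scaling could still shift both medians. Signal level is argued against by random lists matched on it, of which 0 of 10000 draws gave a difference as large and the largest gave 0.98. Degraded RNA would lower 5′ against 3′ ends of control transcripts: hexokinase, the 1 control below log2 13, shifted by 0.044 (95% interval -0.137 to 0.224), while beta-actin (-0.495) and Gapdh lay at the top of the scale and decide nothing, and 1 transcript is too few to exclude degradation. A biological difference of the suspended state also stays open as a hypothesis, as does RNA from dying cells, which was not tested.

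The 5′ probe set of beta-actin fell more than its 3′ one. The Gapdh shift, -0.048 (95% interval -0.274 to 0.178), decides nothing about degradation of every transcript from the 5′ end, since its probe sets lay at 14.5 to 14.7, at the top of the scale; the 1 control below log2 13, hexokinase, did not shift beyond its spread, and degradation stays open. A compressed scale at high signal is a candidate explanation: in 16 genes that fell and whose brightest probe set lay above log2 13, the brightest fell less than the others by 0.43 at the median (95% interval 0.13 to 0.66). In 712 such genes at 13 or below the gap was -0.02, a reference added after the first value was seen, although the 56 of them above 12 had 0.32, and the beta-actin probe sets lay at 14.6 and 14.2 in A16 cells. A change in actin transcripts themselves stays open.

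Technical replicate 2 of NA16 lay closer to biological replicate 2 than to biological replicate 1. A difference in overall brightness or scale is argued against by the PLIER columns. There quantile normalization, which removes it, moved the ratio of the distances from 1.67 to 1.92 (95% interval over genes 1.87 to 1.97). This PLIER check was chosen after the first ratio was seen. In the RMA columns the ratio was 1.73 before and 1.75 after (1.70 to 1.79). RMA had already equalised the array distributions, so the RMA ratio could hardly move and decides nothing. Distances of NA16 technical replicate 2 were set against that of the closest A16 pair, biological replicate 1 and technical replicate 2. Its distance to biological replicate 2 was 0.909 times and to biological replicate 1 1.57 times as large. No pair is known to share RNA, so whether it shares RNA with one or the other cannot be told apart. Averaging it with the closest array left 4620 called genes, of which 4588 were among those reported.

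Between the 3 A16 and 3 NA16 arrays 6182 genes were called, and the highest of the other splits of the 6 arrays called 0; 1 of the 10 splits, the real one, gave as many, and 10 splits are too few for a share under 0.05. Each of the other splits holds both states on either side, which widens its residual spread, and technical replicate 2 counts as a sample of its own, so the 0 says little.

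Hk2 and Eno2 were higher in A16 replicate 2 than in A16 replicate 1. Over 45 other HIF target and glycolysis genes the median difference was 0.05, against -0.07 over all genes, and lay above 99.6% of matched random lists. Of the 45, 33 lay above the median of all genes and 25 above 0. The same difference between the NA16 replicates was 0.11 at the median, and Hk2 and Eno2 themselves differed by 1.39 and 1.29 in A16. These values describe 1 replicate against 1, with no measure of the spread between samples, and leave open whether the set was higher in replicate 2.

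By its brightest probe set, Stc1 was 7.69-fold higher in NA16 in the RMA and 27.9-fold in the PLIER columns here. Its other probe sets were 8.58-fold and 2.58-fold higher in the RMA and 11.9-fold and 2.18-fold higher in the PLIER columns. All are lower than the values quoted from the study above. Vegfa was 4.27-fold higher in NA16 here. That is the opposite direction to the array value quoted from the study above and the same direction as its PCR value; both Vegfa probe sets with 1 symbol were higher here. Hif1a, Mmp3, Egfr and Rb1 were 1.46-fold, 1.74-fold, 2.01-fold and 2.07-fold higher in NA16 here. That is the opposite direction to the PCR values quoted from the study above, read as ratios to A16, and the same direction as its array values for Egfr and Rb1, while its array entries for Hif1a and Mmp3 stand for folds below its threshold. Abcg2 RNA was 3.01-fold lower in NA16 here, the opposite direction to the ABCG2 protein reported by the study. Hif1a, Stc1 and Vegfa RNA was higher here, the same direction as their reported proteins. RNA and protein are different measures, and the cause of the Abcg2 difference was not tested. Spp1 had a log2 change of -0.05 here and was not called. That is lower than the PCR value quoted from the study above, while its array entry was no change. The study names beta-actin as the internal control of its PCR. The beta-actin control probe sets had log2 changes of -1.21, -1.02 and -0.72 here. PCR ratios scaled to such a transcript would come out higher in NA16. Whether the quoted values were scaled in this way is not given in the sources used here, so the sizes of PCR and array changes cannot be compared directly.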
